A study of Mus musculus with 8 samples. Its data were reported in "A role for the transcriptional coregulator RIP140 in the control of muscle endurance fitness" (2025).

How the data were processed

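CUT&RUN libraries were made from primary myotubes of Nrip1 KO and control mice. Per the labels, there were 8 libraries in 4 groups of 2, namely H3K27ac and IgG for each genotype, and replicates carried the same numbers in all groups. Satellite cells from gastrocnemius muscle had been expanded, passaged and differentiated for 4 days, and nuclei had been pooled and divided between antibodies. The labels and the methods of the study name different suppliers for the H3K27ac antibody, and which was used could not be settled here.

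The authors aligned paired reads to the mouse genome build mm10 with BWA-MEM2, called broad peaks with HOMER and took regions whose peak intensity differed by 2-fold or more between KO and control as differential. How the replicates and the IgG libraries entered these calls is not stated. Region names show that HOMER had merged peak sets, with the number of peaks joined into each region. The deposited lists are 2 sets of intervals without a header, 1 per direction. The deposited score is the same in every region, so the score column carries no ranking and was not used. No fold change, p-value or coverage per region was used here. A fold threshold without values per library cannot show how the replicates varied, and a difference in depth, in efficiency of the reaction or in DNA copy number between the cultures would pass into the calls. Depth per library is unknown, and intervals on shares cover counting error over peaks only.

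Positions were read as half-open intervals and are given counted from 1. All 11179 regions on chromosomes 1 to 19, X and Y lay within the chromosome lengths of GRCm38.p6, the assembly that mm10 corresponds to, and 1 region on an unplaced sequence was left out of tests by position. Genes, transcription starts and exons were taken from GENCODE release M21 for the same assembly (55413 genes, of which 21938 were protein-coding), which may differ from the annotation the authors used to assign nearest genes. Each peak was assigned to the gene whose transcript start was nearest to its centre. A peak was promoter-proximal when that distance was at most 1 kb for any annotated gene, and otherwise coding exon, UTR, non-coding exon, intron or intergenic by the base at its centre. GC content was computed from the GRCm38.p6 sequence over the whole peak.

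Peak counts were described without a test. Differences in median width and mean GC content were tested with two-sided permutation tests of 100000 resamples. Promoter-proximal shares and chromosome shares were tested with two-sided Fisher's exact tests, the latter with Benjamini-Hochberg adjustment over 21 chromosomes. Agreement of direction between nearest peaks was tested with 10000 permutations of directions within chromosomes. The 5 gene lists were written before the data were examined. Of these, 2 held 12 genes that the study named from the overlap of this peak set with gastrocnemius RNA and 15 genes it named from muscle RNA. The others held 40 sarcomere and mature myotube, 20 myoblast and progenitor and 25 fibroblast genes. For each list, the share of its genes with an increased peak, among genes with any nearest peak, was compared with that of other protein-coding genes by two-sided Fisher's exact tests with adjustment over the lists. The 8 motifs were searched as consensus sequences on both strands in the central 500 bp, with up to 2 mismatches for the PPAR direct repeat, and compared by a Mantel-Haenszel odds ratio and 10000 permutations within 5 strata of GC content crossed with promoter position. In the peaks of the study genes, motifs other than the PPAR repeat were also located over the whole width of the peak. Consensus matching finds fewer sites than a weighted motif would. The motif comparison, the windows of 10 Mb and the exclusion of chromosomes 4, 7, 10 and 16 were chosen after the chromosome shares had been seen, and all other tests in this paragraph were fixed before the data were examined.

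By a rule set before the data were examined, the text names Nrip1, Ckm, the genes of the study lists, the 5 genes per direction with the most nearest peaks and the 3 widest peaks per direction. A gene of the muscle RNA list is not reported here by name. Alternatives covered the autosomes alone, merging of peaks within 1, 10 or 100 kb, a minimum width of 1 kb, other promoter distances (0.1 and 2.5 kb), any base of the peak in place of its centre, protein-coding genes alone or all genes, a limit of 100 kb on the nearest start, gene bodies, and GC content of the central 500 bp or of distal peaks.

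The tests were tested on simulated directions placed on the 11179 real positions. With independent peaks and no changed chromosome, 0.08 of 21 chromosomes were called on average over 100 simulations. When all peaks within blocks of 100 kb shared a direction, 0.95 were called on average and 6 at most. A chromosome with 90% increased peaks was called in all 100 simulations. A planted promoter odds ratio of 1.4 was recovered as 1.40 on average and was past 0.05 in 100 of 100 simulations, against 5 of 100 with no difference. A planted ratio of 2 under a GC trend was recovered as 2.02 within GC quintiles. The width test called 5 of 100 null simulations and all 100 with narrower increased peaks. The neighbour test called 5 of 50 simulations with independent peaks and 50 of 50 with blocks. All 400 planted motifs were found. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9, with the random seed 20.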

Results

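H3K27ac, the acetylation of lysine 27 on histone H3 that marks active promoters and enhancers, was mapped by CUT&RUN in primary mouse myotubes. CUT&RUN uses an antibody to guide a nuclease to the chromatin that carries a mark, so that the DNA released and sequenced comes from marked sites. Myotubes are the fused muscle cells that cultured satellite cells form on differentiation. The question was which regions gain or lose this mark when RIP140, the nuclear receptor coregulator encoded by Nrip1, is absent. The 8 libraries fell into 4 groups of 2: Nrip1 KO and control myotubes, each with an antibody against H3K27ac and with control IgG. The values analysed were 2 lists of regions that the authors had called as differing by 2-fold or more between KO and control myotubes, 1 list per direction. The lists hold positions and no value per library, so the depth of each library, the size of each change, the spread between replicates and the IgG background are unknown here. Each p-value below takes peaks or genes as its units and describes these lists. None of them measures agreement between replicate cultures.

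Of the 11180 differential peaks, 3917 were increased and 7263 were decreased in KO myotubes. Increased peaks made up 35.0% of all differential peaks (95% Wilson interval, 34.2 to 35.9, counting error only). No increased peak shared a base with a decreased peak. The counts were most sensitive to peak width, with 1309 increased and 3016 decreased peaks among those at least 1 kb wide. Increased peaks covered 4.02 Mb, or 0.147% of the genome, and decreased peaks covered 8.79 Mb, or 0.323%. The median width was 777 bp for increased peaks (quartiles 501 and 1202 bp) and 863 bp for decreased peaks (quartiles 632 and 1390 bp). The difference in medians of -86 bp had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. It was largest, at -106 bp, when chromosomes 4, 7, 10 and 16 were left out. The shortest width of 501 bp was shared by 1124 increased peaks (28.7%) and 1328 decreased peaks (18.3%). Regions that had been joined from several called peaks numbered 379 among increased (9.68%) and 564 among decreased peaks (7.77%).

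The position of peaks relative to genes was compared next. A promoter-proximal position, with the peak centre within 1 kb of an annotated transcription start, was found for 594 of 3917 increased peaks (15.2%) and 815 of 7262 decreased peaks (11.2%). The odds ratio was 1.41 (two-sided Fisher's exact test, p = 3.2e-09). The ratio rose most, to 2.77, when peaks were compared within quintiles of GC content (pooled by Mantel-Haenszel), and it was 1.22 (Fisher's exact test, p = 0.0083) without chromosomes 4, 7, 10 and 16. Within 0.1 kb of a start, the shares of 2.30% and 1.80% did not differ past the threshold (odds ratio 1.28, Fisher's exact test, p = 0.0753). Of the increased peaks, 46.2% were intronic and 35.9% intergenic, compared with 51.7% and 33.0% of the decreased peaks. Untranslated regions held 0.868% of increased and 1.94% of decreased peaks, and coding exons held 0.409% and 0.826%.

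Directions were not spread evenly over the chromosomes. The share of increased peaks differed from that of the remaining genome on 17 of 21 chromosomes (two-sided Fisher's exact tests, Benjamini-Hochberg adjusted p under 0.05), above it on 6 and below it on 11. With peaks of the same direction within 100 kb joined into single loci, 10 chromosomes differed. Chromosome 7 held 973 increased and 23 decreased peaks, so that 97.7% of its peaks were increased (95% Wilson interval, 96.6 to 98.5) against 28.9% elsewhere. Its odds ratio was 104, with a p-value below the smallest number that double precision can hold. On chromosome 10, 453 peaks were increased and 203 decreased (69.1%, interval 65.4 to 72.5, adjusted exact p = 6.9e-74). The opposite imbalance was seen on chromosome 4, with 66 increased and 811 decreased peaks (7.53%, interval 5.96 to 9.46, adjusted exact p = 3.1e-86), and on chromosome 16, with 66 increased and 780 decreased peaks (7.80%, interval 6.18 to 9.81, adjusted exact p = 2.2e-81). The share on the other 15 autosomes ranged from 16.2% on chromosome 11 to 44.9% on chromosome 18. The X chromosome had 78 increased and 67 decreased peaks (53.8%, interval 45.7 to 61.7, adjusted exact p = 9.4e-06), and the Y chromosome had 1 peak, which was increased.

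**Figure D1:**
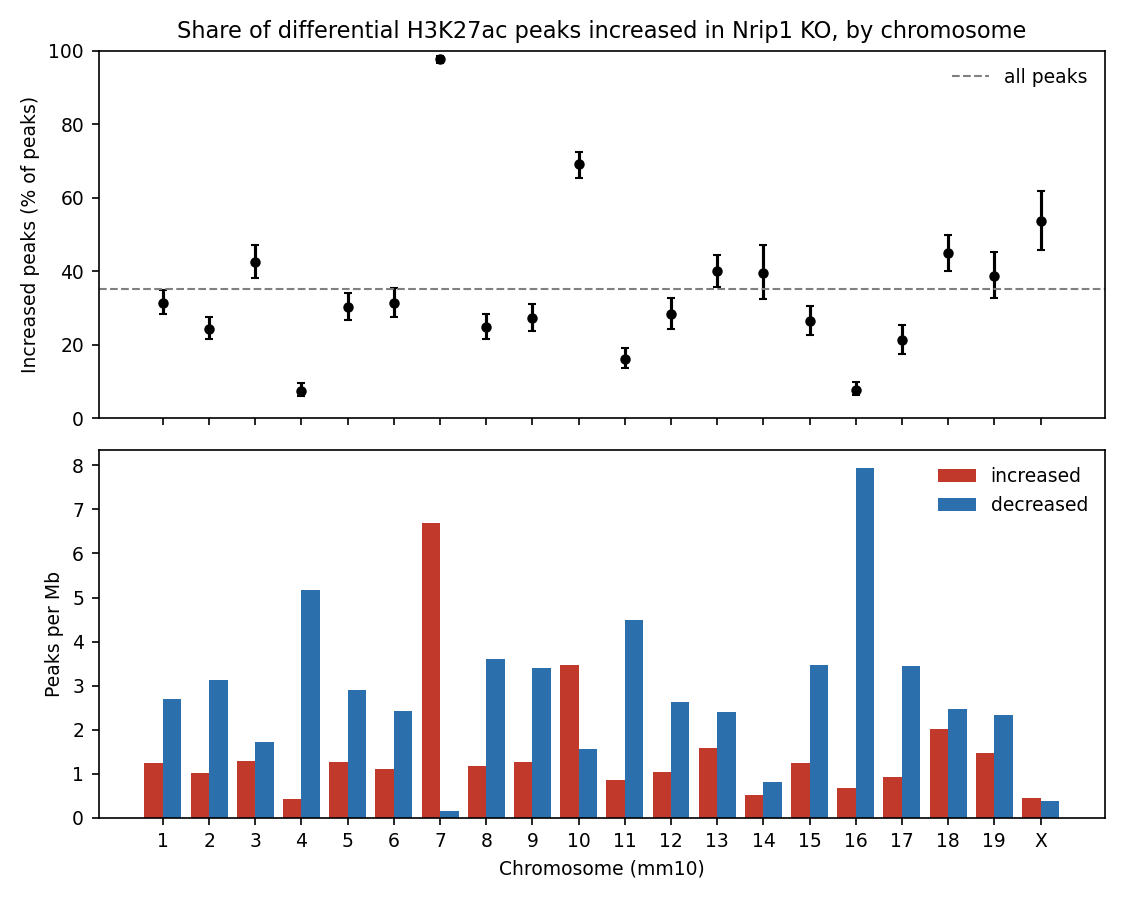
The upper panel plots the share of differential H3K27ac peaks that were increased in Nrip1 KO myotubes (percent, y axis) for each chromosome of mm10 except Y (x axis), with 95% Wilson intervals as bars and the share over all peaks as a dashed line. The lower panel plots increased and decreased peaks per Mb, and chromosome 7 stands at 6.69 increased and 0.158 decreased peaks per Mb.

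Chromosomes 7 and 10 carried 1426 increased peaks, 36.4% of the increased set, on 10.1% of the genome length. Chromosomes 4 and 16 carried 1591 decreased peaks, 21.9% of the decreased set, on 9.35% of the genome length. The density of increased peaks on chromosome 7 was 6.69 per Mb, compared with 0.528 to 2.01 per Mb on the 15 autosomes other than 4, 7, 10 and 16. Its density of decreased peaks was 0.158 per Mb, compared with 0.809 to 4.49 per Mb on the same 15 autosomes. Chromosome 16 had 7.94 and chromosome 4 had 5.18 decreased peaks per Mb. With these 4 chromosomes left out, 2359 increased peaks remained, which was 30.2% of the peaks there.

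In windows of 10 Mb with at least 10 peaks, the imbalance on chromosome 7 ran along its whole length. All 15 of its windows had between 93.5% and 100% increased peaks. None of the 194 windows on chromosomes other than 4, 7, 10 and 16 reached 93.5%, the highest being 92.9%. On chromosome 10, the window shares ranged from 31.0% to 93.9%, and all 13 windows lay above the 30.2% found outside the 4 chromosomes. Below that value were 14 of 15 windows on chromosome 4, where the range was 1.33% to 33.3%, and 9 of 10 windows on chromosome 16, where it was 1.75% to 35.3%.

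**Figure D2:**
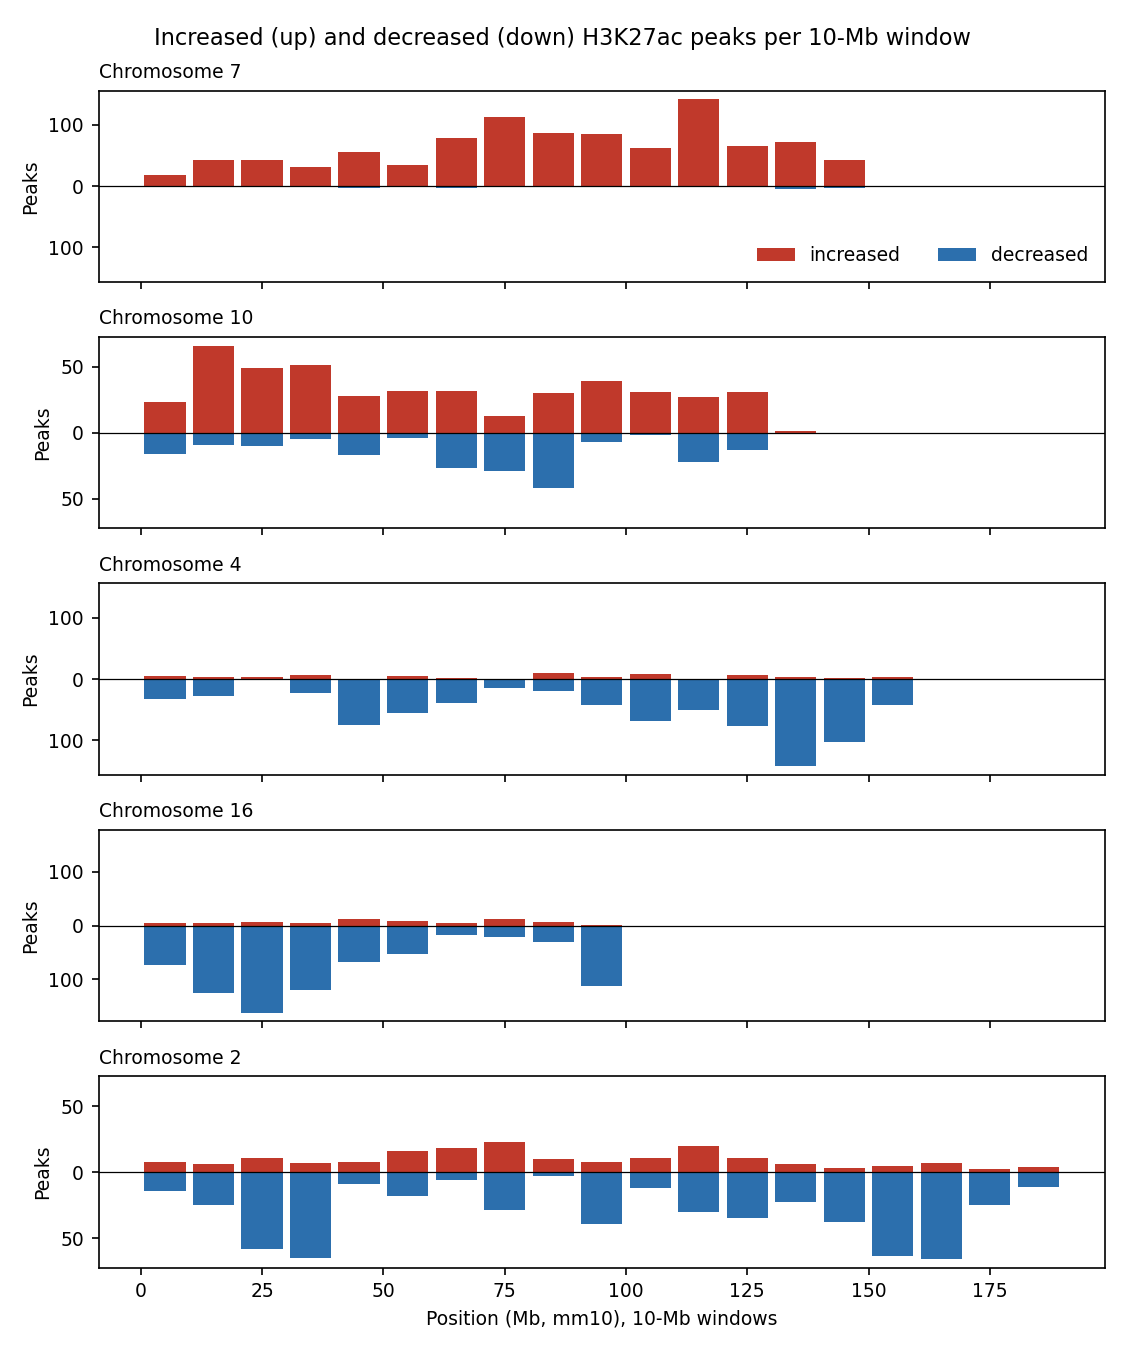
Bars give the number of increased (up, red) and decreased (down, blue) H3K27ac peaks in each 10-Mb window (y axis, scaled separately in each panel) by position along the chromosome in Mb (x axis). Chromosomes 7, 10, 4 and 16 are drawn with chromosome 2 for comparison, and the windows of chromosome 7 hold 23 decreased peaks in total.

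Neighbouring peaks tended to share a direction within chromosomes as well. The nearest peak had the same direction for 80.3% of peaks, compared with 66.4% after permuting directions within chromosomes (two-sided permutation p = 1e-04, the smallest that 10000 permutations can give). The excess was largest for 3007 peaks with a neighbour within 10 kb (92.8% against 69.7%) and smallest for 4216 peaks whose nearest neighbour lay over 50 kb away (68.3% against 62.7%). Peaks were therefore not independent units, and p-values that count them singly are smaller than p-values that would count independent changes.

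GC content was lower in increased peaks (43.5% ± 5.56, SD over 3917 peaks) than in decreased peaks (48.0% ± 5.28, SD over 7262 peaks). The difference of -4.49 percentage points had a permutation p of 1e-05, the smallest possible value. It was -5.13 points without chromosomes 4, 7, 10 and 16. Mean GC content was lower in increased peaks on each of the 20 chromosomes with peaks of both directions. Promoter-proximal peaks had means of 47.9% when increased and 52.4% when decreased, and the remaining peaks had means of 42.8% and 47.5%.

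**Figure D3:**
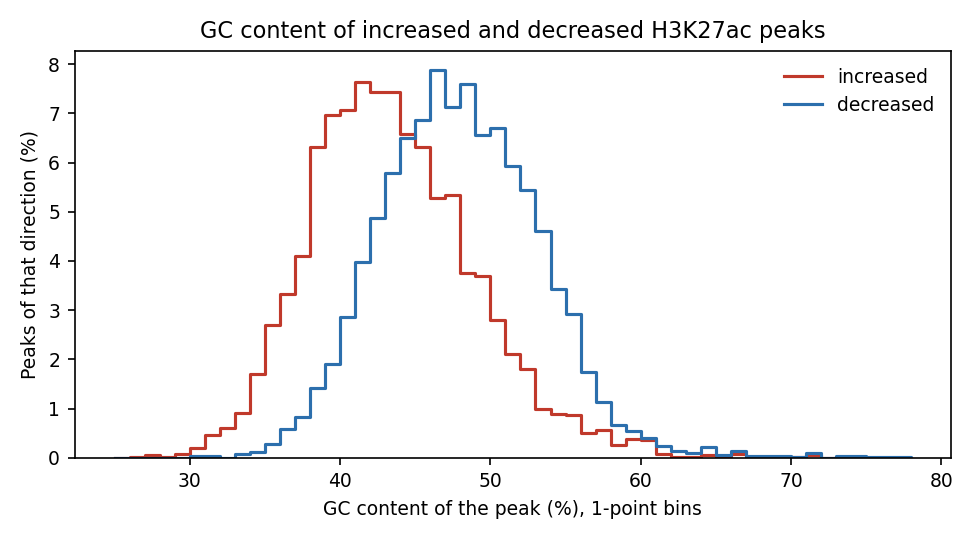
The lines give the percentage of increased (red) and decreased (blue) H3K27ac peaks (y axis) in each 1-point bin of GC content in percent (x axis). The means were 43.5% for increased and 48.0% for decreased peaks, and the distributions overlap over most of their range.

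Peaks were assigned to the gene with the nearest transcription start, as the study did to name candidate targets. Increased peaks were nearest to 2958 annotated genes and decreased peaks to 4929, with 390 genes nearest to peaks of both directions. The last count was 673 with protein-coding genes alone. It was highest, at 678, when peaks inside the body of a protein-coding gene were also assigned to that gene. By the number of nearest increased peaks, the leading genes were Slco3a1 (18 peaks covering 25205 bp), Nr2f2 (17 peaks), Rgma (17 peaks) and Vstm2b (15 peaks), all on chromosome 7, and Pla2g4a (14 peaks) on chromosome 1. For decreased peaks they were Lpp (25 peaks covering 34525 bp), Runx1 (18 peaks) and Tmem114 (17 peaks) on chromosome 16, Gm826 (17 peaks) on chromosome 2 and Chd7 (17 peaks) on chromosome 4. None of these 10 genes was nearest to a peak of the other direction, and 8 of them lay on chromosomes 4, 7 and 16. The widest increased peaks were 12878 bp within Akip1 and BC051019 (chromosome 7, 109703801 to 109716678), 8596 bp at Nbea and Mab21l1 (chromosome 3, 55779573 to 55788168) and 8380 bp in an intron of Nkain2 (chromosome 10, 32882677 to 32891056). The widest decreased peaks were 36470 bp in Runx1 (chromosome 16, 92619478 to 92655947, joined from 10 peaks), 19886 bp at Zfhx4 (chromosome 3, 5210208 to 5230093) and 15129 bp over Socs1 (chromosome 16, 10770283 to 10785411).

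The targeted gene was examined as a check of the direction of the lists. Nrip1 (ENSMUSG00000048490.14) lies on the minus strand of chromosome 16 from 76287400 to 76373827. It contained 2 decreased peaks, both intronic, at 76338836 to 76339646 (811 bp) and 76357574 to 76358200 (627 bp). Another decreased peak lay 2481 bp beyond its 3' end, at 76283681 to 76284919. No increased peak was found within 50 kb. No peak of either direction overlapped its coding sequence (76291185 to 76294667). On chromosome 16, 780 of 846 peaks were decreased, whereas the 10-Mb window that holds Nrip1 (70000001 to 80000000) had 12 increased and 22 decreased peaks (35.3% increased). With 3 peaks within 50 kb, the locus gives little information on direction. Ckm, whose promoter is used to drive Cre recombinase in striated muscle, lies on chromosome 7 from 19404776 to 19422841. No differential peak had Ckm as its nearest gene, and the nearest increased peak was 45810 bp from its start.

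Genes that the study named were then located in the lists. The study named 12 genes for fatty acid metabolism, angiogenesis and the neuromuscular junction from the overlap of this peak set with gastrocnemius RNA. Of these 12 genes, 10 were nearest to at least 1 increased peak among protein-coding genes. Those with a differential peak had an increased peak in 100% of cases, compared with 41.9% of 5552 other genes (two-sided Fisher's exact test, adjusted p = 0.000844 over 5 lists). These genes had been chosen from the same peaks, so this is not independent evidence. Of the 12 genes, 4 lay on chromosomes 7 and 10: Dgat2, Echs1, Abhd17c and Slc16a7. At Dgat2 (chromosome 7, 99153658 to 99182719, minus strand), promoter-proximal increased peaks lay at 99179196 to 99180517 and at 99182806 to 99183740, the latter immediately upstream of the gene, and another lay 22767 bp from the start. Over its whole width, the first of these had a GC content of 50.1% and carried 2 E-boxes and an AP-1 motif, the latter in the sequence CACTTGCAACTGAGTCACTTCCCTGCT, with the AP-1 motif itself at 99179380 to 99179386. The peak immediately upstream of the gene carried 2 E-boxes. By chromatin immunoprecipitation in C2C12 myotubes, the study found tagged RIP140 at the Dgat2 promoter, in a region with a known PPAR motif. The PPAR repeat was not located in single peaks here. Echs1 had a promoter-proximal increased peak at 140116308 to 140117629 on the same chromosome.

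On chromosomes outside 4, 7, 10 and 16, Wnt16 (chromosome 6, 22288227 to 22298522, plus strand) had an intergenic increased peak of 982 bp at 22282843 to 22283824, centred 4893 bp from its start, and no decreased peak within 1 Mb. That peak had a GC content of 50.5% and contained an E-box in the sequence GAGGGAAGGCCAGCTGGGTTGCTGTT, with the E-box at 22283141 to 22283146. It held no other match of the motifs located over its width. The study describes several putative GABPA sites in the Wnt16 region that tagged RIP140 occupied, which matching of a consensus can miss. Bdnf had an increased peak 714 bp from an annotated start (chromosome 2, 109708281 to 109709056). Stat3 had an increased intronic peak (chromosome 11, 100930910 to 100932440), as did Acsl1 (chromosome 8, 46507993 to 46509747). Esm1 had 2 increased peaks upstream of the gene, 6886 and 8709 bp from its start on chromosome 13. Unc13c had an increased intronic peak 249600 bp from its start and a decreased peak 56136 bp from it. Fgfbp1 (chromosome 5, 43978858 to 43981779) and Epas1 (chromosome 17, 86753700 to 86833410) were nearest to no peak of either direction. The closest increased peaks lay 164861 bp from the start of Fgfbp1 and 216754 bp from that of Epas1.

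**Figure D4:**
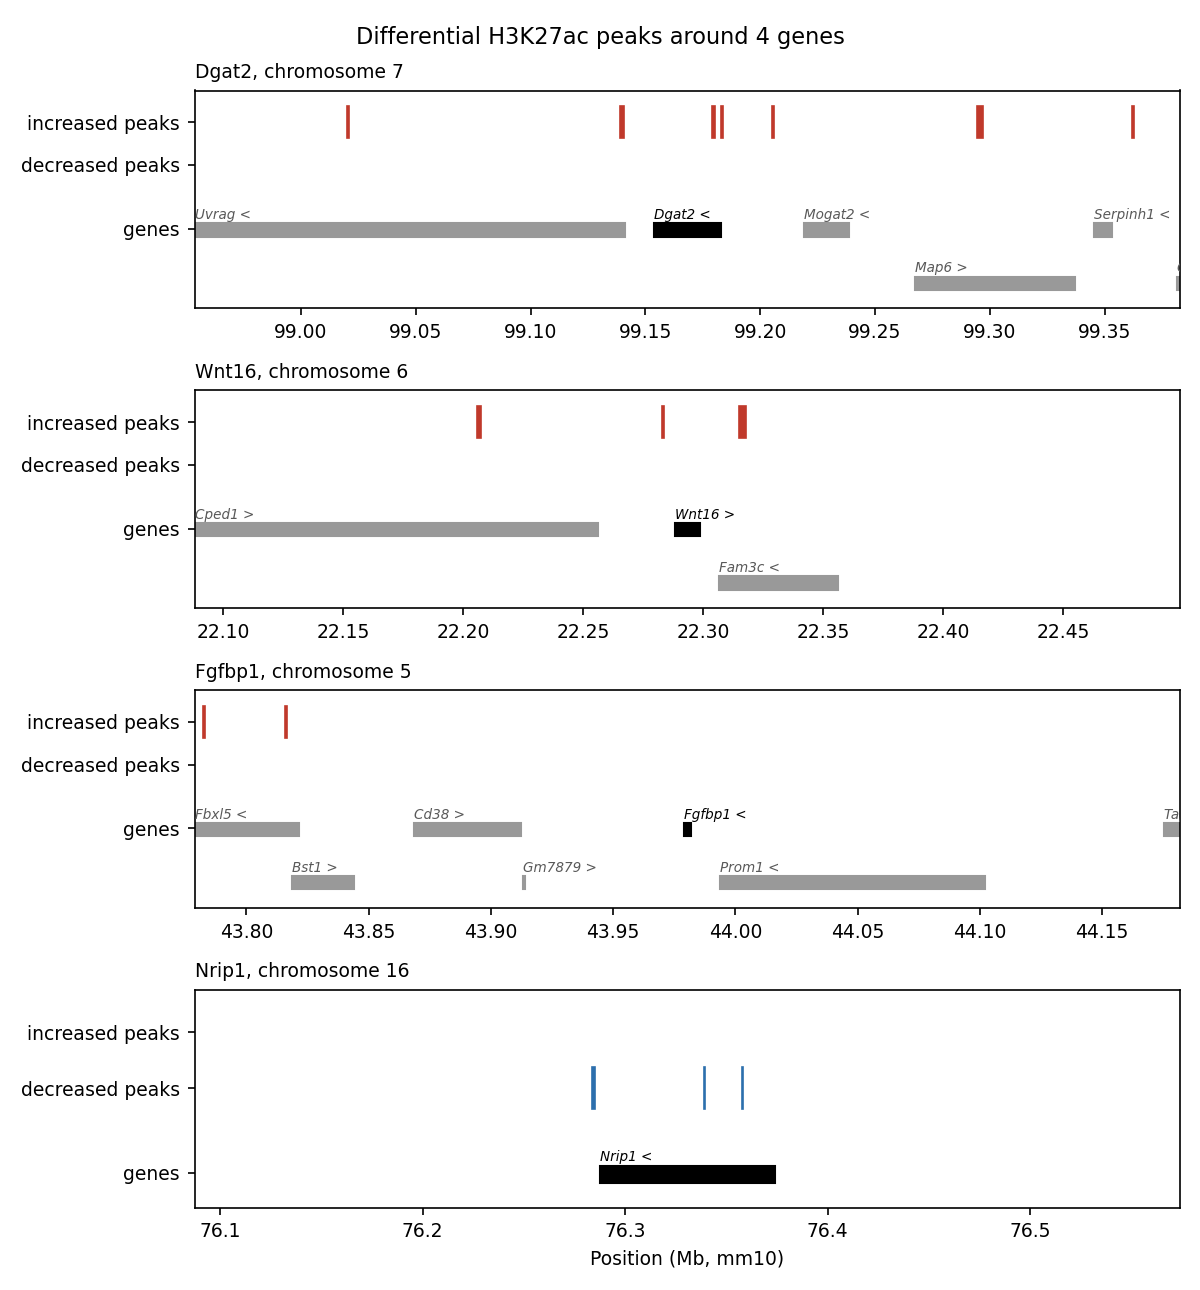
Maps of Dgat2, Wnt16, Fgfbp1 and Nrip1, each with 200 kb on either side, show increased peaks (red), decreased peaks (blue) and protein-coding genes (black and grey bars, with arrowheads for the strand) by position in Mb of mm10 (x axis). Increased peaks lie within and beside Dgat2 and 4893 bp from the start of Wnt16, none lies within 100 kb of the start of Fgfbp1, and only decreased peaks lie at Nrip1.

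A separate list of 15 genes was taken from those the study named as induced in RNA of extensor digitalis longus muscle, not of myotubes. It shares 4 genes, namely Wnt16, Unc13c, Fgfbp1 and Epas1, with the list above. Of the 7 genes with a nearest peak, 4 had an increased one (57.1%), compared with 42.0% of 5555 other genes (two-sided Fisher's exact test, p = 0.463, adjusted p = 0.463). The difference did not pass the threshold in any of the settings tried. The genes with an increased peak were Wnt16, Unc13c, Egln1 (3874 bp from its start) and Plk2, which had 2 increased and 2 decreased peaks. Musk (chromosome 4, 58285960 to 58374303) had 2 decreased intronic peaks at 58311834 to 58312623 and 58336170 to 58336838, on a chromosome where 7.53% of peaks were increased. Zmynd8 had 3 decreased intronic peaks and Vegfa 5 decreased peaks, the nearest of them 95167 bp from its start. Chrna2, Chrna4, Pde4a, Atp5b, Tie1, Fgfbp1 and Epas1 were nearest to no differential peak. In KO myotubes, the study measured higher expression of Wnt16, Unc13c and Chrna2, and no increase of Musk.

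Lists of markers for other cell states were compared in the same way. An increased peak was found for 7 of 12 sarcomere and mature myotube genes with a nearest peak (58.3%, Fisher's exact test, adjusted p = 0.324), 3 of 14 myoblast and progenitor genes (21.4%, adjusted p = 0.291) and 11 of 18 fibroblast genes (61.1%, adjusted p = 0.291). None of these differed from the 42.0% of other genes beyond chance. Over all genes in place of protein-coding ones, the sarcomere share was 22.2% (2 of 9 genes), which lies on the other side of the comparison, and the fibroblast share was 77.8% (7 of 9 genes, Fisher's exact test, p = 0.0339, adjusted p = 0.0584). In the same setting, the myoblast share was 8.33% (1 of 12 genes, Fisher's exact test, p = 0.0351, adjusted p = 0.0584). Counting any peak within 100 kb of the start, the sarcomere share was 61.8% (21 of 34 genes, Fisher's exact test, p = 0.0224, adjusted p = 0.056).

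Sequence motifs were counted in the central 500 bp of peaks outside chromosomes 4, 7, 10 and 16, within strata of GC content and promoter position. Of 8 motifs, 2 differed between directions after Benjamini-Hochberg adjustment of permutation p-values. AP-1 (TGASTCA) was present in 16.7% of 2359 increased and 12.9% of 5445 decreased peaks (odds ratio 1.35, adjusted permutation p = 0.0012), and TEAD (RCATTCC) in 17.9% and 14.2% (odds ratio 1.33, adjusted p = 0.0012). MEF2 sites were found in 3.01% and 1.32% (odds ratio 1.495, adjusted permutation p = 0.068), and the MyoD-type E-box CAGCTG in 28.9% and 37.7% (odds ratio 0.896, adjusted p = 0.128). The estrogen-related receptor motif TCAAGGTCA occurred in 1.02% and 1.32% (odds ratio 0.828, adjusted permutation p = 0.525), and the PPAR direct repeat in 2.37% and 3.43% (odds ratio 0.748, adjusted p = 0.148). The GABPA motif (odds ratio 1.43, adjusted permutation p = 0.474) and the RUNX motif (odds ratio 0.961, adjusted p = 0.615) did not differ either. With all chromosomes included, the PPAR repeat (odds ratio 0.623), MEF2 (1.56) and the E-box (0.867) also passed the threshold.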

Values the study reported

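The study took regions with a change of 2-fold or greater in peak intensity as differentially acetylated. Genes near increased H3K27ac peaks were intersected with genes that differed in gastrocnemius muscle RNA, and the study reported an overlap of 105 genes.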

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

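The alternatives that leave out or set apart chromosomes 4, 7, 10 and 16, stratify by chromosome or by GC quintile, permute across the genome, use all chromosomes for motifs or use 20 GC strata were chosen after seeing the data. All others were fixed before the data were examined.

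Differences in peak width (-86 to -106 bp), GC content (-4.49 to -5.13 points) and agreement of nearest peaks (5.60 to 25.8 points above permutation) kept their direction and stayed past the threshold in every alternative run. The same held for chromosomes 4, 7, 10 and 16, of which chromosome 7 stayed 52.5 to 68.8 points above the others. The promoter-proximal odds ratio ranged from 1.17 to 2.77, the highest value being that within GC quintiles, and was past the threshold except within 0.1 kb of a start, where it was 1.28 (Fisher's exact test, p = 0.0753). Fewer peaks lie in that interval, which lowers the power of the test.

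Among peaks at least 1 kb wide, 1309 were increased and 3016 decreased (30.3% increased). Merging peaks within 10 kb gave 36.5% increased. Without chromosomes 4, 7, 10 and 16, 2359 peaks were increased (30.2%) and 1939 genes were nearest to an increased peak, as follows from the number of peaks removed. Genes nearest to both directions rose to 673 with protein-coding genes alone, and to 678 when bodies of protein-coding genes were used as well. The restriction to protein-coding genes thus accounts for most of the rise. Chromosomes past the threshold fell to 10 with loci merged within 100 kb, where fewer units are tested. Of the chromosomes that dropped out, the difference itself shrank on 3, 5, 8, 12 and X (from -10.97 to -3.54 points on chromosome 8). It grew on chromosomes 1 and 13 (from 5.10 to 6.43 points on chromosome 13). Fewer units and smaller differences were not told apart.

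Against chromosomes other than 4, 7, 10 and 16, the share of increased peaks on chromosomes 1, 5 and 6 moved to the other side, to 1.39 points (Fisher's exact test, adjusted p = 0.479), 0.045 points (adjusted p = 1) and 1.17 points (adjusted p = 0.62) above the reference. Leaving the 4 chromosomes out of the reference lowers its share of increased peaks, which is how this alternative is built. The sarcomere list changed from 16.4 points above other genes to -17.2 points with all annotated genes (Fisher's exact test, adjusted p = 0.497), and the cause was not tested. Another 17 values for single chromosomes and motifs changed, 12 weaker and 5 stronger.

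No paired analysis was possible because the lists hold no values per library. For the same reason, leaving out replicates in turn and a replicate block gave no values, and a stricter score and the score comparisons were not run since the score is constant. The depth of the libraries and the size of each change are unknown, so it cannot be said how many calls would pass a stricter fold threshold.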

Other observations

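The tests of local clusters, of density on chromosome 7, of GC content on chromosome 7, of sex and of a GC difference between libraries were chosen only after the result was seen.

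The pattern that stands out is the near absence of decreased peaks on chromosome 7 together with the opposite imbalance on chromosomes 4 and 16. The tests argue against local clusters alone. When the 10-Mb windows of the 19 autosomes were shuffled between them, the spread of chromosome shares (chi-square statistic 2923) exceeded all 10000 shuffles (mean 438, highest 1166, p = 1e-04, the smallest they can give). The 15 remaining autosomes also differed more than their shuffled windows (219.6 against a mean of 81.2, permutation p = 1e-04). An excess of increased regions added to an ordinary set of decreased ones would leave decreased peaks on chromosome 7 at the density of other autosomes, but there were 0.158 per Mb, compared with 0.809 on the lowest of the other 18. GC content of the peaks does not account for chromosome 7, where the share of increased peaks was at least 95.4% in every GC quintile, while it ranged from 9.71% to 65.3% on chromosomes other than 4, 7, 10 and 16. Donors of different sex would move X and Y and leave autosomes alike. The X share was 53.8%, the only Y peak was increased as well, and the autosomes differed. With loci merged within 100 kb, X was 10.1 points above the rest (Fisher's exact test, adjusted p = 0.0583), compared with 19 points without merging. The excess on X was thus not past the threshold in that setting, and what raised the share there remains open.

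A candidate explanation is a difference in DNA copy number between the KO and control cultures, which were passaged before differentiation. It predicts peaks of almost a single direction along whole chromosomes. On chromosome 7 the values were of this kind, with a lowest share of 93.5% among its 10-Mb windows, all of which had at least 10 peaks. With 973 increased and 23 decreased peaks on that chromosome, its windows had little room to differ. The window shares there largely restate the pattern and are no separate test of copy number. Chromosomes 4 and 16 did not follow the prediction along their whole length. The highest shares among windows with at least 10 peaks were 33.3% on chromosome 4 (10 increased, 20 decreased) and 35.3% on chromosome 16 (12 increased, 22 decreased). They lay just above the 30.2% outside chromosomes 4, 7, 10 and 16. A window of chromosome 4 with fewer peaks (20000001 to 30000000) had 4 increased and 2 decreased peaks. These windows hold few peaks, and 14 of 15 windows on chromosome 4 and 9 of 10 on chromosome 16 lay below 30.2%. On chromosome 10 the lowest window share was 31.0%. On chromosomes 4, 10 and 16, copy number and other sources cannot be told apart. A gain in one genotype could not be distinguished from a loss in the other. A single extra copy alone changes signal by less than the authors' threshold, so such a gain would have to add to other variation between libraries. Loss of a copy was not weighed in this way. Genotype and culture coincide, and whole-chromosome regulation through loss of RIP140 was not tested. Read depth along chromosomes in the IgG libraries, not analysed here, would bear directly on this. If copy number contributes, peaks at Dgat2, Echs1, Abhd17c and Slc16a7 (chromosomes 7 and 10) and at Musk (chromosome 4) may reflect it in part.

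Increased peaks had lower GC content than decreased peaks on each of 20 chromosomes. Random regions were used to stand in for background calls without regulatory sequence, and may differ from the background of these libraries. Outside chromosomes 4, 7, 10 and 16, 13.3% of increased peaks were promoter-proximal, compared with 6.02% of random regions of the same widths and chromosomes (highest of 10 draws, 6.44%). Their mean GC content was 42.9%, against 41.8% in random regions (highest draw 42.0%), whereas decreased peaks had 48.1% against 42.1%. The GC content of increased peaks was thus close to the genome's, and a contribution of background calls to part of the set may remain. The IgG libraries were not analysed here, so the comparison cannot decide how large that part is. A GC bias between the KO and control libraries may have been the whole source of the directions. Promoter-proximal peaks would then be as frequent in both directions at equal GC content, but the odds ratio within GC quintiles was 2.77 over all chromosomes. It was not computed without chromosomes 4, 7, 10 and 16, where the ratio without quintiles was 1.22. Imbalance between chromosomes may thus add to the value of 2.77. Over all chromosomes, that value argues against GC content as the reason for the difference in promoter-proximal share, which was larger within quintiles than without them. A GC bias that adds to other differences stays open, since no library values were analysed here.

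The study discusses RIP140 as a corepressor of estrogen-related receptors and PPARs. If acetylation rose mainly at such sites and fell elsewhere, their motifs may be expected more often in increased than in decreased peaks. The odds ratio for the estrogen-related receptor motif was 0.828 (adjusted permutation p = 0.525) and 0.748 for the PPAR repeat (adjusted p = 0.148). No excess over decreased peaks was thus seen. With all chromosomes, the ratios were 0.697 (adjusted permutation p = 0.0976) and 0.623 (adjusted permutation p = 0.00187), and the PPAR repeat was less frequent in increased peaks. The first motif was present in only 1.02% of increased peaks, so a modest excess cannot be excluded. Consensus matches in increased peaks also miss weaker sites. Unchanged peaks were not compared, so the ratios cannot show whether such sites gained acetylation. By chromatin immunoprecipitation in C2C12 myotubes, the study found tagged RIP140 at the Dgat2 and Wnt16 peaks.

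AP-1 and TEAD motifs were more frequent in increased peaks, with odds ratios of 1.35 and 1.33 (1.37 and 1.34 with 20 GC strata). A less differentiated state of the KO cultures could give this, and it predicts fewer MEF2 and E-box motifs in the same peaks. The E-box ratio of 0.896 (adjusted permutation p = 0.128) leaned that way and the MEF2 ratio of 1.495 (adjusted p = 0.068) the other way. Neither passed the threshold outside chromosomes 4, 7, 10 and 16, so the motifs leave this undecided. With all chromosomes, MEF2 was more frequent (1.56) and the E-box less frequent (0.867) in increased peaks, each with an adjusted permutation p of 0.0032, which do not point to the same state. The marker lists leaned against a less differentiated state without passing the threshold after adjustment. Increased peaks were found at 3 of 14 myoblast and progenitor genes (1 of 12 over all annotated genes, Fisher's exact test, adjusted p = 0.0584) and at 7 of 12 sarcomere genes (21 of 34 within 100 kb, adjusted p = 0.056). Decreased peaks were found at 12 of 14 myoblast and progenitor genes and at 8 of 12 sarcomere genes (21 of 34 within 100 kb). At sarcomere genes they were thus at least as common as increased ones, which weakens the lean of that list. Over all annotated genes, the sarcomere list had increased peaks at 2 of 9 genes and leaned the other way.

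A different share of fibroblasts or of fused myotubes in the KO cultures would separate the sarcomere and fibroblast lists. Increased peaks were found at 7 of 12 and 11 of 18 of their genes (two-sided Fisher's exact test, p = 1). With peaks assigned over all annotated genes, the lists lay further apart, at 2 of 9 and 7 of 9 genes (two-sided Fisher's exact test, p = 0.0567), without passing the threshold. With so few genes, the lists cannot decide on such a difference, and the expression of their genes in these cultures was not analysed here.

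Reads from the Ckm promoter of the Cre transgene could raise signal at Ckm. There were 0 increased peaks in Ckm and the 6.5 kb upstream of it. A rise below the authors' fold threshold would not be seen in these lists, so this source is not excluded.

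Some features of the lists differ from what the gene names alone would convey. The study names Fgfbp1 and Epas1 from the overlap of this peak set with gastrocnemius RNA, and shows read tracks of KO and control myotubes at Fgfbp1. Neither of the 2 genes had a differential peak assigned to it here, and the closest increased peaks lay 164861 and 216754 bp away. The study describes Musk as not increased in expression in KO myotubes and without a change in H3K27ac. Here the gene contained 2 decreased intronic peaks, on a chromosome where most peaks were decreased. No explanation of these points was tested.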
